# Role of methionine adenosyltransferase 2A in bovine preimplantation development and its associated genomic regions

**DOI:** 10.1038/s41598-017-04003-1

**Published:** 2017-06-19

**Authors:** Shuntaro Ikeda, Ryouka Kawahara-Miki, Hisataka Iwata, Miki Sugimoto, Shinichi Kume

## Abstract

Methionine adenosyltransferase (MAT) is involved in folate-mediated one-carbon metabolism, which is essential for preimplantation embryos in terms of both short-term periconceptional development and long-term phenotypic programming beyond the periconceptional period. Here, our immunofluorescence analysis of bovine oocytes and preimplantation embryos revealed the consistent expression of MAT2A (the catalytic subunit of the ubiquitously expressed-type of MAT isozyme) during this period. Addition of the MAT2A inhibitor FIDAS to the culture media of bovine preimplantation embryos reduced their blastocyst development, revealing the particular importance of MAT2A in successful blastocyst development. Exploration of MAT2A-associated genomic regions in bovine blastocysts using chromatin immunoprecipitation and sequencing (ChIP-seq) identified candidate MAT2A-associated genes implicated not only in short-term periconceptional embryo development, but also in long-term phenotypic programming during this period in terms of growth, metabolism, and immune functions. These results suggest the critical involvement of MAT2A in the periconceptional period in life-long programming of health and disease as well as successful preimplantation development.

## Introduction

The periconceptional period of mammalian embryo development is a critical window during which diverse environmental conditions, including available nutrients, not only have short-term effects on aspects such as cellular proliferation, but also long-term effects on metabolic and developmental processes throughout gestation and even during postnatal life^1^. In particular, preimplantation development is a period of dynamic epigenetic rearrangement involving substantial changes in DNA methylation and histone modifications, which may affect the regulation of specific and heritable patterns of gene expression^1, 2^.

Methionine adenosyltransferase (MAT, EC 2.5.1.6) is a family of enzymes that catalyses the synthesis of S-adenosylmethionine (SAM) from ATP and methionine^3^. MAT-mediated SAM synthesis is the first step in the methionine cycle, which plays a central role in transsulfuration, polyamine synthesis, and transmethylation pathways^4^. Due to its role as the immediate precursor of SAM, which is the universal methyl donor for epigenetic methylation of DNA and histones^5^, methionine, along with the other nutrients and metabolites that constitute one-carbon metabolism (OCM) such as folate, betaine, and vitamin B12, have received attention as nutritional factors that can influence the epigenetic regulation of gene expression^6, 7^.

Increasing evidence indicates that preimplantation development is vulnerable to disruptions in OCM^8–13^. For example, disruption of methionine metabolism by ethionine, an antimetabolite of methionine, impairs blastocyst development of mammalian preimplantation embryos *in vitro* ^9, 10, 13^. Analogously, inhibition of the folate cycle^11, 12^ and/or betaine-homocysteine methyltransferase knockdown^12^ also causes defective preimplantation development. In addition, the involvement of OCM in epigenetic modification of gene expression is also of interest, not only in terms of successful embryonic development, but also in relation to its possible association with nutrition-dependent phenotypic programming during the periconceptional period^14–16^.

Recently, mammalian oocytes and preimplantation embryos have been shown to express OCM-related enzymes, including MAT^8, 11, 12, 17^. In mammals, three *MAT* genes (*MAT1A*, *MAT2A*, and *MAT2B*) encode three MAT isozymes; the MATI and MATIII isozymes are a tetramer and dimer, respectively, of an identical catalytic subunit encoded by the *MAT1A* gene, whereas the MATII isozyme is a hetero-oligomer consisting of catalytic subunit(s) encoded by *MAT2A* and regulatory subunit(s) encoded by *MAT2B* ^3^. In our previous study, we found that bovine preimplantation embryos expressed *MAT1A* transcripts, which disappeared from the 8-cell stage onwards, with MAT1A protein decreasing from the morula stage, whereas *MAT2A* and *MAT2B* transcripts were expressed throughout the preimplantation development^8^. The results suggest that the MATII isozyme can function throughout preimplantation development. In the present study, we investigated the protein expression of MAT2A in bovine oocytes and preimplantation embryos and the roles of MAT2A in preimplantation development by using a MAT2A inhibitor, fluorinated N,N-dialkylaminostilbene-5 (FIDAS)^18^.

In the context of long-term phenotypic programming by OCM modulation during the periconceptional period^14–16^, possible interactions between MAT2A and the epigenetic status of specific genes are of particular interest. MAT2A has been reported to interact with many chromatin-related proteins and be recruited to their specific target genes to form gene-regulatory complexes^19–21^. Therefore, to address possible interactions of MAT2A with specific genomic DNA regions in the periconceptional period, we performed ChIP-seq analysis of bovine blastocysts using MAT2A antibody.

## Results

### MAT2A protein expression in bovine oocytes and preimplantation embryos

Immunofluorescence analysis revealed that MAT2A protein was expressed in bovine oocytes and preimplantation embryos throughout development. MAT2A was localized to both the nucleus and cytoplasm exclusively at equal levels or in a cytoplasm-dominant manner (Fig. 1A–H). At the blastocyst stage, some cells exhibited nuclear-dominant MAT2A localization (Fig. 1H and Fig. S1). Omission of the primary antibody resulted in no significant signal (Fig. 1I) and immunoblotting of 1-cell embryos and blastocyst lysates gave a single band at approximately 44 kDa corresponding to the predicted (both in human and bovine cases) and published^22, 23^ molecular weight of MAT2A. This band was identical to the main band for the positive control, a Hep G2 cell lysate (Fig. 1J and K). The extra bands seen in the Hep G2 cells that were not in the blastocysts suggest the possible advantage of the latter sample in identifying MAT2A-specific interactions. Collectively, these results support the validity of the antibody used. The same monoclonal antibody was used in the subsequent ChIP-seq analysis.

**Figure 1:**
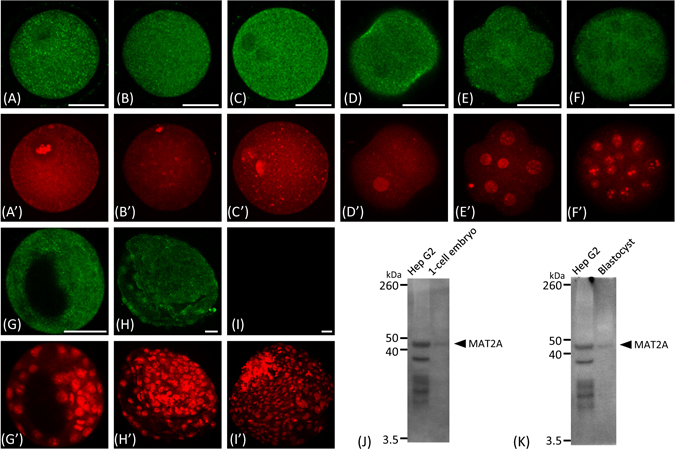
Immunofluorescence analysis of MAT2A protein in bovine oocytes and preimplantation embryos. Confocal images that transverse at least one nucleus or pronucleus are shown. (**A**) Immature oocyte, (**B**) mature oocyte, (**C**) 1-cell, (**D**) 2-cell, (**E**) 8-cell, (**F**) morula, (**G**) blastocyst, (**H**) hatched blastocyst, and (**I**) negative control in which the primary antibody was omitted from the immunofluorescence of a hatched blastocyst sample. Scale bars represent 50 µm. (**A’**–**I’**) Nuclear counterstaining with propidium iodide. (**J**) and (**K**) Immunoblotting of 1-cell embryo (n = 120) and blastocyst (n = 120) lysates using the monoclonal MAT2A antibody used in the immunofluorescence and ChIP-seq analyses. Hep G2 Cell Lysate (50 µg protein) was used as a positive control.

### Effects of MAT2A inhibitor on preimplantation development *in vitro*

To determine the roles of MAT2A in preimplantation development, we examined the effects of FIDAS, a MAT2A inhibitor^18^, on the development of *in vitro*-produced bovine embryos. When FIDAS was added to the media during the first 52 h of *in vitro* culture, neither the rate of cleavage nor that of development to the ≥5-cell stage were affected at the end of the treatment. The subsequent development to the blastocyst stage after the removal of FIDAS was not affected either by the previous FIDAS treatment (Fig. 2A). However, the FIDAS treatment after 72 h post-insemination decreased (P < 0.01) the blastocyst development in a dose-dependent manner (Fig. 2B). The concomitant addition of excess methionine, the substrate of MAT2A and a competitor of FIDAS for MAT2A binding, significantly (P < 0.01) alleviated the FIDAS-induced reduction in blastocyst development (Fig. 2C). Although the mean number of blastocyst cells and their allocation to the inner cell mass (ICM) and trophectoderm (TE) were not affected by the FIDAS treatment during the ≥8-cell to blastocyst stage (Fig. 2D), the treatment narrowed the total cell number range (Fig. 2E).

**Figure 2:**
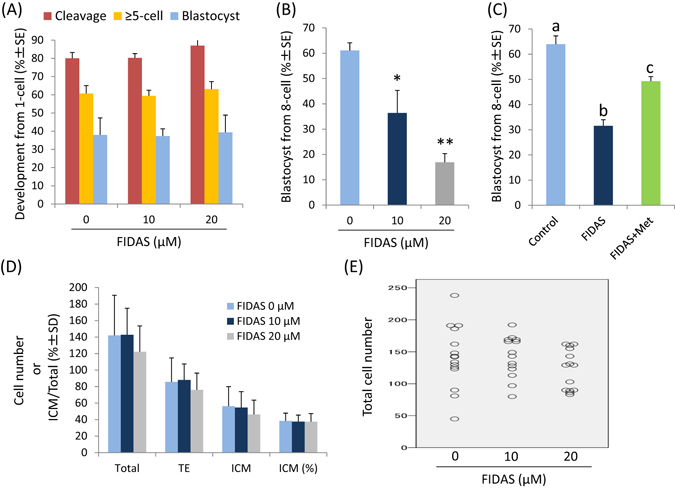
Effects of FIDAS on *in vitro* development of bovine embryos. (**A**) Effects of FIDAS during days 1 to 3 after fertilization. Cleavage and development to the ≥5-cell stage on day 3 and blastocyst development on day 8 are shown. Data were obtained from three to four replicates with 181, 182, and 138 embryos in the 0, 10, and 20 µM FIDAS groups, respectively. (**B**) Dose-dependent effects of FIDAS during days 3 to 8 after fertilization. Blastocyst development on day 8 from the 8-cell stage embryos is shown. Data were obtained from four replicates with 107, 106, and 107 embryos in the 0, 10, and 20 µM FIDAS groups, respectively. * and ** mean significant difference from the control at P < 0.05 and P < 0.01, respectively. (**C**) Effects of methionine (1 mM) on the FIDAS (10 µM)-induced impairment of blastocyst development. Data were obtained from four replicates with 110, 113, and 112 embryos in the control, FIDAS, and FIDAS + methionine groups, respectively. a, b, and c mean that values with different letters differ significantly (P < 0.01). (**D**) Effects of FIDAS during days 3 to 8 after fertilization on the total, ICM and TE cell numbers of blastocysts. Data were obtained from 15, 14, and 14 embryos in the 0, 10, and 20 µM FIDAS groups, respectively. (**E**) Distribution of the total cell number analysed in (**D**).

### ChIP-seq analysis of bovine blastocyst-derived genomic DNA using MAT2A antibody

To address the possible interactions of MAT2A with specific genomic DNA regions^20, 21^ in bovine blastocysts, we performed ChIP-seq analysis using MAT2A antibody. 

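ChIP-seq sequences the DNA that an antibody recovers from crosslinked, sheared chromatin, and peak calling then marks the genomic regions where the aligned reads pile up above the local background. Blastocysts produced in vitro and collected at 192 hpi on day 8 were pooled into 2 biological replicates. The sample labels give 669 blastocysts for replicate 1 and 677 for replicate 2, and the paper's methods give approximately 670 for each. The sheared chromatin of each pool was divided into 3 parts, which gave an Input library (chromatin without immunoprecipitation), a MAT2A-ChIP library (a mouse monoclonal antibody against MAT2A) and an IgG control library (a mouse isotype control antibody). The 6 libraries were therefore paired within a replicate, and n was 2 for each library type.
The depth of each library is known only from the paper's Table 1, because the deposited lists hold peaks and no read counts. In replicate 1, the paper reports 21639966 uniquely mapped reads for Input, 19832337 for MAT2A-ChIP and 19837199 for IgG control. In replicate 2, it reports 18598135 for Input, 17176033 for MAT2A-ChIP and 17615228 for IgG control. The authors aligned single reads of 100 bases to the bovine genome (UMD 3.1.1, bosTau8) without its scaffolds using Bowtie 1.1.2. They called peaks in each library separately with MACS 1.4.2 at its default settings, and the paper's text does not name a control sample for the calling itself. Each deposited list gives the position of every peak and a score, which MACS defines as -10 times the log10 of the peak's p-value. Scores were used here to describe, rank or filter peaks within their own list, since a score also depends on the depth of its library.
From these lists, peaks specific for a target library were extracted by the filter that the paper's methods describe. A replicate 1 peak of the target had to overlap no peak of the replicate 1 control and had to overlap a replicate 2 peak of the target that itself overlapped no peak of the replicate 2 control. An overlap of at least 1 bp counted. The filter was applied against Input and against IgG control separately, and peaks that passed against either were counted. The minimum overlap, the minimum score and the choice of controls could each change these counts. All positions are given on bosTau8.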

ChIP-seq with Input, MAT2A antibody-ChIPed (MAT2A-ChIP), and control IgG-ChIPed (IgG control) DNA from duplicates furnished 2.5–2.9 × 10^7^ reads for each sample, 62–75% of which could be uniquely mapped to bosTau8 as a reference genome. Calculation of ChIP-enriched regions (peak calling) identified approximately 2,000 peaks from each sample (Table 1). 

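The 6 lists held 1929 ± 113 peaks (mean ± SD, n = 6 libraries). Input had 2023 and 1854 peaks in replicates 1 and 2, MAT2A-ChIP had 2094 and 1788, and IgG control had 1935 and 1878, the numbers given in Table 1. The mean of MAT2A-ChIP was 1941 ± 216 (SD, n = 2) and that of IgG control was 1907 ± 40.3 (SD, n = 2), so the libraries with and without the MAT2A antibody differed by less than the replicates of MAT2A-ChIP did. The peaks of a library covered between 614 kb (MAT2A-ChIP 2) and 878 kb (Input 1) of the genome. Median peak widths lay between 276.5 bp (MAT2A-ChIP 1) and 317 bp (Input 1).
Many peaks lay close to the calling threshold, which corresponds to a score of 50. In MAT2A-ChIP, 54.5% of the replicate 1 peaks and 52.0% of the replicate 2 peaks had a score under 70. The corresponding shares were 55.6% and 49.4% in IgG control and 31.6% and 30.4% in Input. These shares describe each list and also depend on its depth. A minimum score of 100 left 607 and 559 peaks in MAT2A-ChIP, 543 and 621 in IgG control, and 975 and 889 in Input.
The lists were then compared by the share of peaks, over both lists of a pair, that overlapped a peak of the other list. The Input replicates shared 67.6% of their peaks. The MAT2A-ChIP replicates shared 44.4% and the IgG control replicates 45.1%. A MAT2A-ChIP library and an IgG control library shared between 44.3% and 46.2% of their peaks. Pairs of the same type shared 52.4% on average against 49.4% for the 12 pairs of different types, a difference of 3.01 percentage points. Of the 15 ways to divide the 6 libraries into 3 pairs, 3 gave a difference as large (exact one-sided test, p = 0.2, where the smallest p the design allows is 0.0667). With a minimum score of 100 the difference was 5.36 percentage points, the largest among the alternatives. When overlapping peaks of all lists were merged, 5619 regions were obtained, of which 600 (10.7%) were called in all 6 libraries and 3906 (69.5%) in 1 library only.

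**Figure D1:**
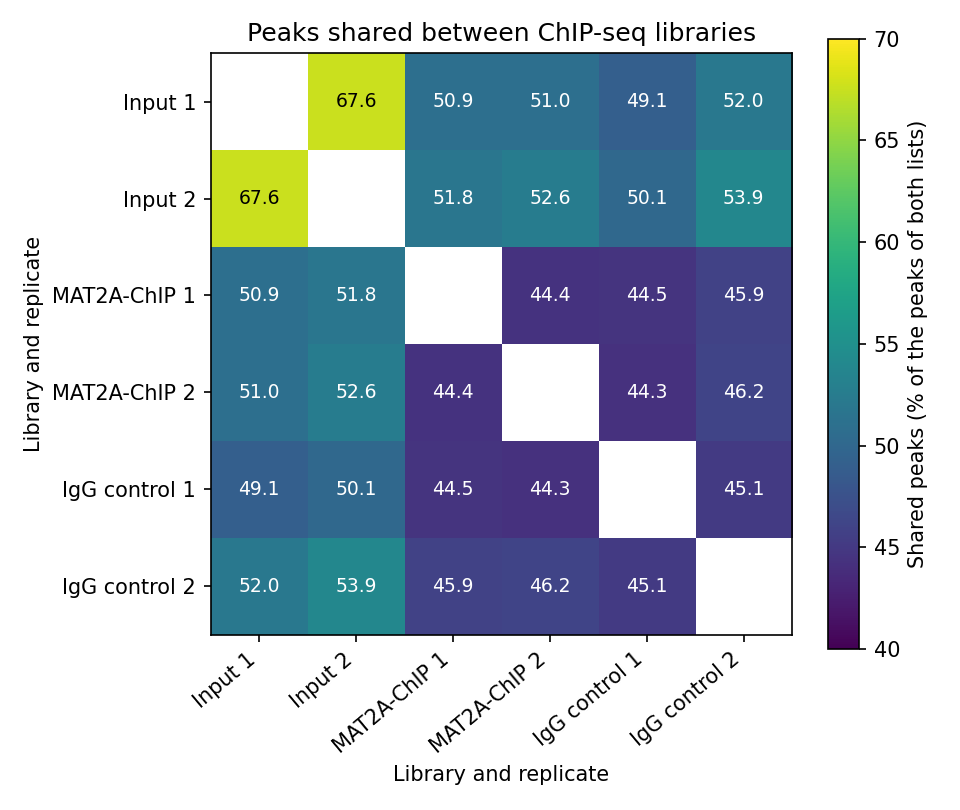
Share of peaks (percent, over both lists of a pair) that overlap a peak of the other list by at least 1 bp, for every pair of the 6 libraries on both axes, with the colour scale running from 40% to 70%. The pair of Input libraries stands at 67.6%, and the pairs among MAT2A-ChIP and IgG control libraries lie between 44.3% and 46.2%.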

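Of the 2094 MAT2A-ChIP 1 peaks, 867 (41.4%) overlapped a MAT2A-ChIP 2 peak. Of these replicated peaks, 59 overlapped no IgG control peak in either step of the filter and 39 overlapped no Input peak. The union was 76 peaks, 8.77% of the replicated peaks. They comprised 22 peaks that passed against both controls, 37 that passed against IgG control only and 17 that passed against Input only. All 76 had the position and the class that Table S1 lists. Of the 37 peaks that passed against IgG control only, 25 overlapped an Input peak in both replicates and 12 in 1 replicate. Of the 17 that passed against Input only, 5 overlapped an IgG control peak in both replicates and 12 in 1 replicate. No peak of the 4 control libraries overlapped 21 of the 76 peaks.
The specific peaks were 116 to 852 bp wide, with a median of 256.5 bp. Their median score in MAT2A-ChIP 1 was 71.9 (quartiles 59.3 and 85.6), against 133.6 (quartiles 84.3 and 232.9) for the other 791 replicated peaks, a difference of -61.7 (two-sided permutation test with 100000 resamples, p = 0.00019). Peaks within a library are not independent replicates, so this p-value describes these libraries. The filter also left weaker peaks with IgG control (-55.8) and Input (-102.5) as the target. The difference is therefore a property of the filter and does not bear on the antibody. The 1227 MAT2A-ChIP 1 peaks that overlapped no MAT2A-ChIP 2 peak had a median score of 55.8. Specific peaks made up 24.8% of the replicated peaks with a score from 50 to 70 (35 of 141, 95% Wilson interval 18.4 to 32.6%), 14.2% from 70 to 100 (27 of 190, 9.95 to 19.9%), 4.42% from 100 to 200 (13 of 294, 2.60 to 7.42%) and 0.413% at 200 or more (1 of 242, 0.0730 to 2.30%).
The same filter was run with each choice of 1 library per replicate as the target. With IgG control in both replicates it gave 63 specific peaks among 870 replicated peaks, and with Input in both it gave 366 among 1296. Targets that differed between the replicates gave between 60 peaks (IgG control 1 and MAT2A-ChIP 2) and 145 peaks (Input 1 and MAT2A-ChIP 2). The choice of MAT2A-ChIP 1 and IgG control 2 gave 94. A minimum score of 100 in the MAT2A-ChIP lists alone left 5 of the 76 peaks, and a filter within a single replicate, without the step across replicates, gave 1255 peaks in replicate 1 and 1010 in replicate 2. From the peaks that passed the filter in both replicates, the paper designates the 76 as specific for MAT2A-ChIP.

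**Figure D2:**
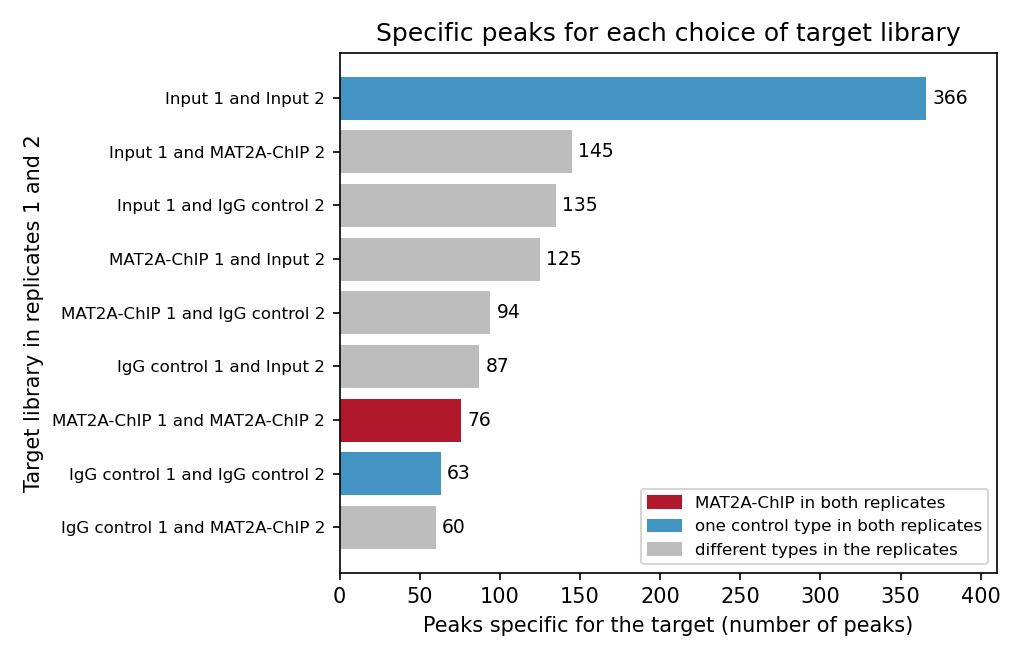
Number of peaks (horizontal axis) that passed the filter for each of the 9 choices of a target library in replicates 1 and 2 (vertical axis), from the same rule each time. MAT2A-ChIP in both replicates gave 76 peaks, IgG control in both gave 63 and Input in both gave 366.

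**Figure D3:**
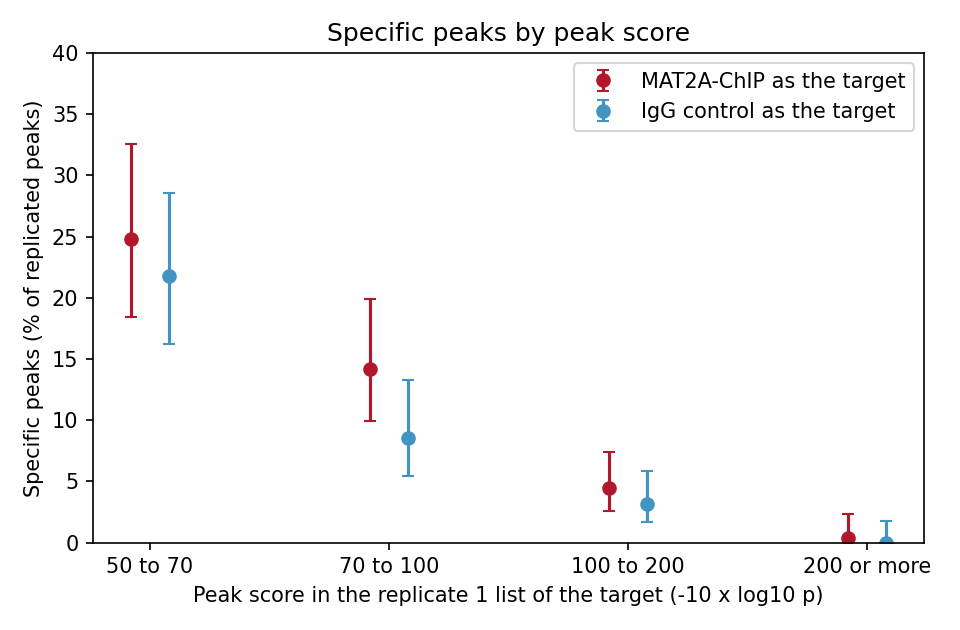
Specific peaks as a percentage of the replicated peaks of the target (vertical axis), in 4 ranges of the peak score of its replicate 1 list (horizontal axis), with MAT2A-ChIP or IgG control as the target. Points are shares and bars are 95% Wilson intervals, which cover counting error only. The shares fall from 24.8% to 0.413% for MAT2A-ChIP and from 21.8% to 0% (0 of 214 peaks) for IgG control.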

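The specific peak with the highest score in MAT2A-ChIP 1 was peak 974 on chromosome 26 from 4831896 to 4832060, with a score of 203.5 there and 280.3 in MAT2A-ChIP 2. It exceeded 88.9% of the MAT2A-ChIP 1 peaks in score, had no gene within 100 kb in Table S1, and passed against Input only, since an IgG control peak overlapped it in both replicates. The peak on chromosome 6 from 89211024 to 89211156, placed by Table S1 in intron 5 of ADAMTS3, followed with scores of 184.6 and 271.4 in replicates 1 and 2. It passed against Input only, with an overlapping IgG control peak in replicate 1. Peak 1956 on X from 55941306 to 55942157, upstream of BEX5 by 82.7 kb in Table S1, had scores of 123.0 and 79.4, passed against IgG control only and overlapped an Input peak in both replicates.
Fig. 3C shows 6 peaks that were tested by ChIP-qPCR. In the lists, 3 of them, those with DEPTOR, RAB3B and TIMP1 within 100 kb, passed against IgG control only. The peaks in ADAMTS3 and ASCC3 passed against Input only, and the peak in TNFRSF10D passed against both. The peak in TNFRSF10D, on chromosome 8 from 71209182 to 71209436 and in intron 1 by Table S1, had scores of 72.1 and 51.5 in replicates 1 and 2. The peak in ASCC3, on chromosome 9 from 50003001 to 50003188 and in intron 32 by Table S1, had scores of 96.7 and 72.4, and an IgG control peak overlapped it in replicate 2.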

We extracted 76 peaks in total that were specific for MAT2A-ChIP samples against either Input or IgG control throughout the duplicated ChIP-seq (Table S1, Fig. S2). 

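The chromosome of each specific peak was read from the deposited lists. X carried 24 of the 76 peaks, or 31.6% (95% Wilson interval 22.2 to 42.7%). Among the other replicated MAT2A-ChIP 1 peaks, X carried 154, or 19.5% (16.9 to 22.4%), which gave an odds ratio of 1.91 (two-sided Fisher exact test, p = 0.0169). In the whole list of MAT2A-ChIP 1, 335 peaks (16.0%) lay on X. With control peaks within 500 bp also removing a peak, the share on X was 28.1% and the difference was no longer past 0.05 (p = 0.173, two-sided Fisher exact test). Within 5 strata of equal size by peak score, 20.3 of the 76 peaks were expected on X, and the difference from 24 was not larger than chance (two-sided permutation test, p = 0.313). The peaks on X ran from 19297079 to 139702946, and 8 of them lay between 35563523 and 38052183 with less than 1 Mb between neighbours. Chromosomes 14 and 27 followed X with 5 specific peaks each, from 69 and 39 replicated peaks, and chromosome 13 had 4 from 21. No specific peak lay on chromosomes 2, 5, 12, 16, 19, 22, 24 or 28, where 4 to 17 replicated peaks were found.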

The peaks were distributed to 21 autosomes and the X chromosome (Fig. 3A). The 76 peaks within the bovine genome were distributed into four kinds of regions—100 kb upstream of a transcription start site (TSS), the intron, 100 kb downstream of a transcription end site (TES), and intergenic regions^24^; 65 genes (Table S1) had one of these peaks within the intron or <100 kb upstream or downstream (Fig. 3B). These peaks and genes were designated gene-associated peaks and peak-associated genes, respectively.

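The peaks were matched by identifier to the gene entries of Table S1. An entry was counted when Table S1 places the peak in an intron or less than 100 kb from the gene. This gave 65 entries, 27 upstream, 16 in an intron and 22 downstream, from 38 of the 76 peaks. The other 38 peaks had no gene within the limit. The 65 entries carried 59 different gene names, because 6 names were listed more than once. Up to 4 entries came from a single peak, and 16 peaks had 2 or more. With a limit of 10 kb, 20 entries from 19 peaks were counted, of which 16 were the intron entries. With a limit of 50 kb there were 50 entries from 31 peaks. The distances are those of Table S1, since the gene annotation of bosTau8 was not used here. Of the 77 protein identifiers in Table S1, 73 were found in a RefSeq gene table for a later assembly (ARS-UCD2.0), which was used for names only.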

**Table 1:** Data generated by ChIP-seq analysis of bovine blastocyst using MAT2A antibody.

Sample	Reads	Mapped reads* (%)	Called peaks
Input_1	28,691,648	21,639,966 (75.4)	2,023
MAT2A-ChIP_1	27,721,194	19,832,337 (71.5)	2,094
IgG control_1	29,394,375	19,837,199 (67.5)	1,935
Input_2	25,095,565	18,598,135 (74.1)	1,854
MAT2A-ChIP_2	25,583,060	17,176,033 (67.1)	1,788
IgG control_2	28,156,539	17,615,228 (62.6)	1,878

*Multi-mapped reads are not included.

**Figure 3:**
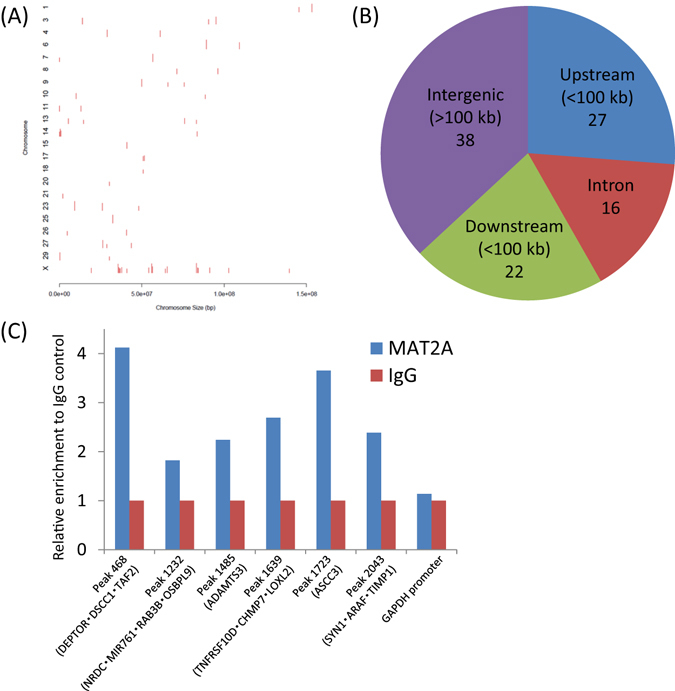
Characterization of MAT2A-ChIP specific peaks. (**A**) Chromosome distribution of 76 MAT2A-ChIP specific peaks. The figure was generated using the web-based CEAS (http://liulab.dfci.harvard.edu/CEAS/)^52^ tool. (**B**) Distribution of the peak-associated genes in terms of where the central point of the peak is located among different genomic regions. The bovine genome was divided into the following four categories: upstream (<100 kb) of a transcription start site (TSS), downstream (<100 kb) of a transcription end site (TES), the intron, and intergenic (>100 kb from a TSS or TES) regions. The numbers indicate those of genes for the upstream, intron, and downstream regions and those of peaks for the intergenic regions, respectively. (**C**) ChIP-qPCR validation of several MAT2A-associated peaks. Relative enrichments to IgG control are shown as the mean value of two to five ChIP-qPCR analyses for each peak. The peaks are shown with ID number (Table S1) and their associated genes in parentheses. The *GAPDH* promoter was used as a negative control for enrichment.

ChIP-qPCR validation of several gene-associated peaks confirmed their overall enrichment by MAT2A-antibody compared with the IgG control (Fig. 3C). Among the 65 peak-associated genes, 38 could be processed to gene ontology (GO) analysis using the web-based AgriGO^25^ tool. 

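The genes that Table S2 lists under each GO term were traced back through Table S1 to the peaks that brought them in. Table S2 holds 97 terms, and 36 different proteins could be read from its lists. The list of 1 term, 'cellular process', was read only in part, and no test was run on the lists. The 36 proteins came from 28 peaks, which formed 25 separate regions when peaks within 100 kb were counted as 1. Of these peaks, 9 contributed 2 or more proteins, 7 lay on X and 7 had passed against both controls. The 21 genes listed under 'multicellular organismal process' came from 18 peaks in 16 regions. Of the 18 peaks, 6 had passed against both controls, 9 against IgG control only and 3 against Input only, and their median score in MAT2A-ChIP 1 was 83.6 with a range from 50.1 to 132.8. The 19 genes under 'developmental process' also came from 18 peaks in 16 regions. The 10 genes under 'positive regulation of biological process' came from 9 peaks in 9 regions, 5 of which had passed against both controls, with a median score of 74.4.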

The analysis showed that biological process GO terms, such as ‘multicellular organismal process’, ‘developmental process’, and ‘positive regulation of biological process’, were enriched (Fig. 4, Fig. S3, Table 2, and Table S2).

**Figure 4:**
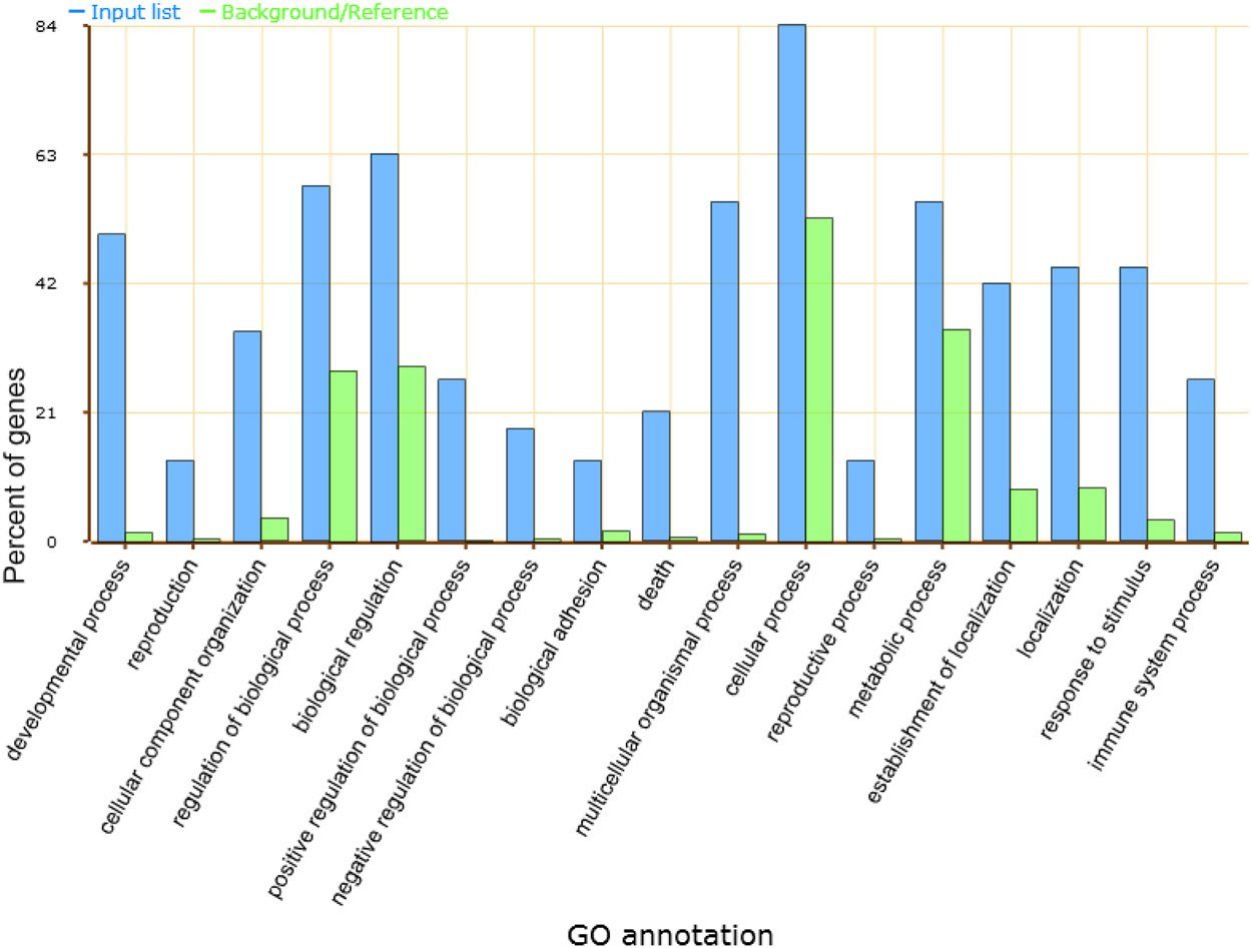
Gene ontology (GO) annotation in terms of biological process enriched from 35 genes associated with the MAT2A-ChIP specific peaks. All significant (P < 0.05) secondary level terms obtained as output from a web-based GO analysis toolkit, AgriGO^25^ (http://bioinfo.cau.edu.cn/agriGO/), are shown. Blue columns show the percentage of genes among the peak-associated genes, and green columns show the percentage of genes within the whole genome.

**Table 2:** Significant biological process GO terms and constituent genes of particular interest to the study.

Accession	Description	Genes
GO:0048869	cellular developmental process	PPARD BEX5 TIMP1 RAB3B KIRREL3 MAEA B3GNT8 ELMO2 SPON2 PEAR1 HDAC8
GO:0030154	cell differentiation	
GO:0042981	regulation of apoptosis	BEX5 TNFRSF10D ARAF TIMP1 WRN
GO:0000003	reproduction	PPARD ELMO2 RAB3B HDAC8 DYSF
GO:0022414	reproductive process	
GO:0048856	anatomical structure development	PPARD BEX5 HDAC8 TIMP1 RAB3B KIRREL3 CXCR3 DEF6 ARAF MAEA B3GNT8 SPON2 PEAR1 DYSF
GO:0007275	multicellular organismal development	PPARD BEX5 ZNF280B TIMP1 RAB3B NXF3 KIRREL3 CXCR3 DEF6 ARAF MAEA B3GNT8 HDAC8 SPON2 PEAR1 DYSF WRN
GO:0008152	metabolic process	PPARD PIK3R4 LRRC71 ZNF280B LOXL2 AOAH ABCA1 RAB3B DEPTOR KIRREL3 DEF6 ARAF HDAC8 B3GNT8 ZNF674 PEAR1 BHMT OSBPL9 BCKDHA WRN TIMP1
GO:0006629	lipid metabolic process	PPARD AOAH ABCA1 BCKDHA OSBPL9
GO:0002376	immune system process	KIR2DL1 LRRC71 TIMP1 KIRREL3 CXCR3 DEF6 MAEA SPON2 VAMP7 HDAC8
GO:0006955	immune response	KIR2DL1 LRRC71 DEF6 SPON2 VAMP7 HDAC8

## Discussion

MATII is a ubiquitously expressed-type of MAT isozymes that catalyses the synthesis of SAM from ATP and methionine^3^. We first investigated the protein expression of the catalytic subunit of MATII, named MAT2A (also designated α2^3^), in bovine oocytes and preimplantation embryos up to the blastocyst stage, immunologically detecting MAT2A protein in all of these stages (Fig. 1A–I). This result is consistent with the previous finding that *MAT2A* mRNA is expressed throughout this period^8^. In contrast, the protein expression of the MAT1A (α1) subunit, which constitutes the isozymes of the adult liver dominant-type of MAT (MATI/III)^26^, reportedly decreases at the morula and blastocyst stages, following the disappearance of its mRNA from the 8-cell stage onwards^8^. Therefore, MATII is thought to be a dominant MAT, at least during the late stage of blastocyst development. Importantly, MAT2A immunofluorescence could be detected not only in the cytoplasm, but also in the nuclei of oocytes and embryos, suggesting the interaction of MAT2A with the genome during preimplantation development.

The addition of the MAT2A inhibitor FIDAS during the early cleavage stage (from the 1-cell to 8-cell stage) did not affect cleavage and the subsequent blastocyst formation after inhibitor removal (Fig. 2A). We previously reported that disruption of methionine metabolism by using ethionine, an antimetabolite of methionine, during the early cleavage stage also failed to affect development during this period^9^. Therefore, insensitivity to the MAT2A inhibitor during the early cleavage stage may be due to the dispensability of methionine metabolism in the early cleavage period rather than the possible compensating activity of the MAT1A gene products that exist during this period^8^. On the other hand, FIDAS treatment after the ≥8-cell stage dose-dependently decreased blastocyst development (Fig. 2B), and the inhibitory effect was significantly alleviated by the concomitant addition of a high concentration of methionine as both the substrate of MAT2A and the competitor of FIDAS for MAT2A binding (Fig. 2C). The FIDAS treatment also narrowed the blastocyst cell number range (Fig. 2D and E), suggesting that it affected both cellular proliferation and blastocoel formation. These results show that MAT2A function is essential for normal preimplantation development, particularly in terms of blastocyst development. In our previous studies, we showed the importance of methionine metabolism in blastocyst development of mammalian early embryos by using ethionine, a structural analogue of methionine that competitively inhibits many biological reactions involving methionine^9, 10^. The present results shed further light on the particular importance of SAM biosynthesis from methionine catalysed by MAT2A and provide novel evidence of the critical roles of OCM in mammalian preimplantation development accumulatively identified by several researchers, including our group^8–13, 27^.

MAT2A is recruited to specific genomic regions via interactions with other chromatin regulatory proteins in order to modulate the chromatin-remodelling of gene-regulatory elements of associated genes and consequently regulate their transcriptions^19–21^. In relation to the roles of MAT2A in blastocyst development revealed in the present study and in long-term phenotypic programming induced by the modulation of OCM during the periconceptional period^14–16^, we tried to explore the MAT2A-binding genomic regions in bovine blastocysts by ChIP-seq analysis using MAT2A antibody. We identified 76 MAT2A-ChIP specific peaks (Fig. 3A) and the interactions of some of these peaks with MAT2A were confirmed by ChIP-qPCR analyses, thereby validating the present ChIP-seq method (Fig. 3C).

The output of the GO analysis of the peak-associated genes identified many biological process GO terms (Fig. 4, Fig. S3, and Table S2) that could be related to biological phenomena of interest (Table 2). 

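The genes PPARD and TIMP1 were each associated with 1 specific peak. Peak 869 lies on chromosome 23 from 9224984 to 9225200, and Table S1 places it 44.4 kb upstream of PPARD, which encodes a nuclear receptor. The peak lies closer to DEF6, 12.7 kb upstream of that gene. Its score was 127.0 in MAT2A-ChIP 1, above 78.7% of that list, and 59.6 in MAT2A-ChIP 2. It passed against IgG control only, and an Input peak overlapped it in replicate 1. The second peak lies on X from 91194368 to 91194554, 37.8 kb upstream of TIMP1 in Table S1. This peak also lies in intron 8 of SYN1 and 3.15 kb downstream of ARAF there. Its scores were 68.9 and 59.1 in replicates 1 and 2, and it too passed against IgG control only, with an overlapping Input peak in replicate 2. With a minimum score of 70 in every library, neither peak was among the specific peaks. This follows from their own scores in MAT2A-ChIP 2, which were under 70, and not from the controls. Under 'cell differentiation', Table S2 lists 11 genes, and they came from 11 peaks in 10 regions with a median score of 94.3, of which 8 had passed against IgG control only, 2 against both controls and 1 against Input only.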

The genes *PPARD* and *TIMP1* contributed to the enrichment of the term ‘cellular developmental process’ and ‘cell differentiation’ as specialized terms of the secondary level term ‘developmental process’ or ‘cellular process’. *TIMP1* was also used to enrich the term ‘regulation of apoptosis’ as a specialized term of the secondary level term ‘death’. 

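The 5 genes listed under 'regulation of apoptosis' (ARAF, BEX5, TIMP1, TNFRSF10D and WRN) came from 5 peaks in 4 regions. TIMP1 and ARAF shared a peak, and WRN was listed for 2 neighbouring peaks on chromosome 27, peak 1029 from 26327917 to 26328037 with a score of 105.2 in MAT2A-ChIP 1 and peak 1030 from 26332156 to 26332294 with a score of 85.4. Peak 1029 passed against Input only and peak 1030 against both controls. The peaks of WRN are named here because they were counted as 1 region, not by the rule set for named peaks.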

PPARD is a member of the peroxisome proliferator-activated receptors (PPARs), a group of the nuclear receptor superfamily of ligand-dependent transcription factors. *PPARD* is expressed in mammalian preimplantation embryos^28–30^ and is essential for cell proliferation in blastocyst development^30^. Apoptosis is observed in mammalian blastocysts both as a normal biological process in mammalian preimplantation development and as a sensitive process to the environment surrounding the embryos^31^. *TIMP1* (tissue inhibitor of metalloproteinase 1) is significantly expressed in mammalian preimplantation embryos^32–34^ and is an embryotrophic factor for bovine preimplantation embryos^35^. Furthermore, genes contributing to the aforementioned GO terms included those significantly expressed in bovine blastocysts, such as *MAEA*, *ELMO2*, *HDAC8*, and *ARAF* ^36^. Collectively, these genes may be related to the function of MAT2A in blastocyst development via the regulation of cellular development, differentiation, and apoptosis. In addition, the terms ‘reproduction’ and ‘reproductive process’ were also enriched by *PPARD*, *ELMO2*, *RAB3B*, *HDAC8*, and *DYSF* genes, suggesting the involvement of MAT2A in the reproductive process within and beyond the periconceptional period.

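Peak 1492, on chromosome 6 from 109300008 to 109300253, was placed 30.1 kb upstream of MAEA by Table S1. Its scores were 94.3 and 69.7 in MAT2A-ChIP 1 and 2, and an Input peak overlapped it in replicate 1. Peak 326, on chromosome 13 from 75933132 to 75933394, was placed 93.7 kb upstream of ELMO2, with scores of 76.1 and 59.8 and an overlapping Input peak in both replicates. It lies closer to OCSTAMP (33.1 kb) and SLC13A3 (45.7 kb). Both of these peaks passed against IgG control only. The peak of HDAC8, peak 2028 on X from 83159813 to 83159983, lay 68.6 kb upstream of the gene and had scores of 132.8 and 83.4. It passed against Input only, and an IgG control peak overlapped it in replicate 2. ARAF was associated with the peak of TIMP1, which Table S1 places 3.15 kb downstream of ARAF. With a minimum score of 70 in every library, the peak of HDAC8 passed and those of MAEA, ELMO2 and ARAF did not. The peaks that did not pass were themselves under 70 in MAT2A-ChIP 2, so the controls played no part.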

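The 5 genes under 'reproduction' came from 5 separate peaks. None of the 5 peaks had passed against both controls, 4 had passed against IgG control only and 1, that of HDAC8, against Input only. The peak of RAB3B, on chromosome 3 from 95023668 to 95023932, lay 38.5 kb downstream of the gene in Table S1 and had scores of 101.0 in MAT2A-ChIP 1 and 181.6 in MAT2A-ChIP 2. Table S1 also places this peak in intron 1 of NRDC. The peak of DYSF, peak 190 on chromosome 11 from 13095112 to 13095494 in intron 1, had scores of 72.4 and 57.6. An Input peak overlapped each of these 2 peaks in both replicates. When control peaks within 500 bp also removed a peak, the peak of RAB3B still passed and that of DYSF did not.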

MAT contributes to OCM, whose modulation during the periconceptional period (direct or via maternal diets) can have long-lasting phenotypic effects on (1) pre- and post-natal growth with alterations of body composition, (2) metabolic processes (including glucose homeostasis, lipid metabolism, and cardiovascular functions), and (3) immune functions, and these phenotypes closely overlap with the symptoms of human metabolic syndrome or syndrome X^12, 37, 38^. 

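The genes that Table S2 lists under the terms on growth and metabolism were traced to their peaks. The 14 genes under 'anatomical structure development' came from 12 peaks in 11 regions, 3 of which had passed against both controls, 8 against IgG control only and 1 against Input only. The 17 genes under 'multicellular organismal development' came from 16 peaks in 14 regions. Those under 'metabolic process', 21 genes, came from 18 peaks in 16 regions, of which 5 peaks had passed against both controls, 8 against IgG control only and 5 against Input only. The 5 genes under 'lipid metabolic process' (ABCA1, AOAH, BCKDHA, OSBPL9 and PPARD) came from 5 separate peaks, none of them on X.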

In terms of growth and metabolic processes, GO terms such as ‘anatomical structure development’, ‘multicellular organismal development’, and ‘metabolic process’ (encompassing ‘lipid metabolic process’) were enriched by the ChIP peak-associated genes. In particular, *PPARD* was here again used for the enrichment of all these terms. *PPARD* expression is more tissue-ubiquitous and more abundant in skeletal muscle than that of other PPAR members (*PPARA* and *PPARG*)^39, 40^. The activation of PPARδ encoded by the *PPARD* gene is related to the alteration of body weight, fat deposition, glucose handling, and serum lipid concentrations and profiles by increasing fatty acid transport and oxidation and thermogenesis via activation of related gene expressions in both skeletal muscle and adipose tissue^39, 40^. PPARδ activation is also implicated in increased fatty acid transport and oxidation in cardiac muscle and regulation of arterial atherogenic processes via influence on macrophage cholesterol homeostasis and inflammatory signalling^39^. In addition, the genes recruited to enrich the ‘metabolic process’ included *ABCA1* (ATP-binding cassette sub-family A member 1), a major reverse cholesterol transporter^41^ and *DEPTOR* (DEP domain-containing mTOR-interacting protein) which interacts with mTOR signalling^42^, a critical nutrient-sensing and signal-integrating mechanism with effects on growth and metabolism^43^.

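ABCA1 was associated with peak 1676, on chromosome 8 from 96227801 to 96227972 and 46.1 kb downstream of the gene in Table S1. The peak lies closer to NIPSNAP3A, 11.0 kb upstream of that gene. Its scores were 74.4 in MAT2A-ChIP 1 and 62.9 in MAT2A-ChIP 2, and it passed against both controls. DEPTOR was associated with a peak on chromosome 14 from 83671284 to 83671785 in intron 1 of the gene, with scores of 64.2 and 67.0. This peak passed against IgG control only, and an Input peak overlapped it in both replicates. Neither peak was specific with a minimum score of 70 in every library or when control peaks within 500 bp also removed a peak. The loss with the minimum score follows from their own scores in MAT2A-ChIP 2, which were under 70.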

The term ‘immune system process’ and its child term ‘immune response’ were also significant with several genes associated with innate and adaptive immune responses including the functions of natural killer cell (*KIR2DL1* [killer cell immunoglobulin like receptor, two Ig domains and long cytoplasmic tail 1])^44^ and T cell-signalling (*DEF6* [differentially expressed in FDCP 6]^45^ and *VAMP7* [vesicle-associated membrane protein 7]^46^). 

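The 10 genes under 'immune system process' came from 10 peaks, 4 of them on X, and the 6 genes under 'immune response' came from 6 peaks in 6 regions. The peak associated with KIR2DL1, peak 1849 on X from 36592445 to 36592720, was 22.1 kb upstream of an entry that Table S1 names KIR2DL5A (KIR2DL1). The peak lies closer to KIR3DL1 (14.8 kb). It had scores of 54.8 and 74.4 in MAT2A-ChIP 1 and 2. DEF6 was associated with peak 869, the peak of PPARD, which lies 12.7 kb upstream of DEF6 in Table S1. The peak associated with VAMP7, peak 300 on chromosome 13 from 14640479 to 14640774, lay 5.85 kb upstream of its VAMP7 entry and had scores of 51.3 and 66.5. Table S1 also names VAMP7 for 3 specific peaks on X, 107.5 to 392.9 kb from the gene and so outside the limit. Peaks 1849 and 300 both passed against IgG control only, and an Input peak overlapped each of them in both replicates. Neither was specific with a minimum score of 70 in every library, since both were themselves under 70 in MAT2A-ChIP 1.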

The possible involvement of these genes may well represent the developmental and metabolic characteristics of the periconceptionally OCM-modulated animals described above.

In conclusion, the present study demonstrated the importance of MAT2A function in preimplantation development, particularly in blastocyst development. Furthermore, the exploration of MAT2A-associated genomic regions in the blastocysts has provided insight into possible interactions between MAT2A and specific genes that might be involved not only in short-term periconceptional embryo development, but also in long-term phenotypic programming during this period in terms of growth, metabolism, and immune functions. Further studies are needed to elucidate the precise interactions between MAT2A and the featured genes, including their epigenetic and transcriptional status and this may help us to optimize the periconceptional environment by improving maternal dietary conditions and/or *in vitro* culture systems for assisted reproductive technologies for life-long health promotion and disease prevention as well as successful preimplantation development.

## Methods

### Ethics statement

This study was carried out in accordance with the Regulation on Animal Experimentation at Kyoto University. The bovine ovaries used in the study were purchased from a commercial abattoir as by-products of meat processing and the frozen bull semen was donated from a local livestock breeding centre. Both facilities handled animals in strict compliance with the related laws, regulations, and guidelines. No animals were handled on university premises during this study.

### *In vitro* production of bovine embryos

Bovine oocytes were recovered from the ovaries of Japanese Black or Japanese Black × Holstein F1. Groups of 10 cumulus-enclosed oocytes (CEOs) were *in vitro* matured (IVM) for 22 h in 50-µl drops of Medium 199 with Earle’s salts (Life Technologies) supplemented with 5% (v/v) foetal calf serum (FCS) and 0.2 IU/ml follicular-stimulating hormone (Kyoritsu Seiyaku). Matured CEOs were subjected to *in vitro* fertilization (IVF) with frozen-thawed sperm from a Japanese Black bull as described elsewhere^9^. The day of IVF and the beginning of insemination were designated day 0 and 0 h post-insemination (hpi), respectively. At 20 hpi, the resulting 1-cell embryos were freed from cumulus cells and subsequently *in vitro* cultured (IVC) in 500 µl of *in vitro* culture medium (IVCM)^9^. All of the media were used under a layer of mineral oil unless otherwise noted. The cultures were performed at 38.5 °C under 5% CO_2_ in air (IVM and IVF) or under 5% CO_2_, 5% O_2_, and 90% N_2_ (IVC).

### Immunofluorescence analysis of MAT2A protein

Oocytes and preimplantation embryos at each developmental stage were fixed in 10% (v/v) formalin neutral buffer solution (Wako Pure Chemical) for 1 h, washed in PBS containing 0.05% (v/v) Tween 20 (PBST) for 1 h, and subsequently permeabilized with 0.5% (v/v) Triton X-100 in PBS for 1 h at room temperature. After being washed in PBST for 1 h, the samples were treated with blocking solution (PBST supplemented with 1% (w/v) bovine serum albumin) for 1 h at room temperature. A mouse monoclonal anti-MAT2A antibody (clone AT3A2; ab86424, Abcam) was diluted 250 times with blocking solution and co-incubated with samples for 12 h at 4 °C. After being washed with blocking solution for 1 h, samples were incubated for 5 h at 4 °C with 1000 times-diluted secondary antibody (A21202; Invitrogen). Further, the nuclei were counterstained with 10 μg/ml propidium iodide in PBST for 20 min. The samples were washed with PBST and mounted onto slides with Vectashield mounting medium (Vector Laboratories). The slides were examined under a laser-scanning confocal microscope (Olympus). The specificity of the antibody was validated by omission of the primary antibody from the immunofluorescence procedure and immunoblotting of 1-cell embryo and blastocyst (n = 120 for each stage) lysates with Hep G2 Cell Lysate (50 µg protein, sc-2227; Santa Cruz Biotechnology) as a positive control.

### Preparation of FIDAS

The MAT2A inhibitor FIDAS^18^ was purchased from Merck Millipore and dissolved in dimethyl sulfoxide (DMSO) at 20 mM and stored at −20 °C until further use. The stock was further diluted in DMSO as necessary and added to IVCM at 0.1% (v/v) to make 10 or 20 µM FIDAS. The control was supplemented with 0.1% (v/v) DMSO. The FIDAS- or DMSO-supplemented media were used without the coverage of mineral oil.

### Effects of MAT2A inhibitor on the *in vitro* development of bovine embryos

First, to investigate the effects of FIDAS during the early cleavage stage, the 1-cell embryos (approximately n = 45 per culture) at 20 hpi (day 1) obtained as described above were cultured for a subsequent 52 h in 500 µl of IVCM supplemented with 0 (control), 10, or 20 µM FIDAS. At the end of the treatment (72 hpi), the cleavage rate and that of development to the ≥5-cell stage were recorded and only the embryos that had developed to the ≥5-cell stage were transferred into 500 µl IVCM supplemented with 5% (v/v) FCS and further cultured up to 192 hpi (day 8). The rate of blastocyst development was evaluated at the end of the culture. The cultures were replicated three or four times.

Next, to investigate the effects of FIDAS during the period from the ≥8-cell stage to blastocyst development, the ≥8-cell stage embryos (approximately n = 27 per culture) at 72 hpi were further cultured up to 192 hpi in 500 µl of IVCM supplemented with 0 (control), 10, or 20 µM FIDAS. To confirm the specificity of the FIDAS effects, methionine, which competes with FIDAS agents for MAT2A binding^18^ and acts as the substrate of MAT2A^47^, was added at 1 mM. The rate of development to the blastocyst stage was compared at 192 hpi. The cultures were replicated four times. In addition, to assess blastocyst cell number and their allocation to ICM and TE, the blastocysts were differentially stained with CDX2 immunolabelling according to the previously described method^10^.

### ChIP-seq analysis of bovine blastocyst-derived genomic DNA using MAT2A antibody

ChIP for small cell numbers, µChIP^48^, was performed with a True MicroChIP kit (Diagenode) according to the manufacturer’s instructions with some modifications. Bovine blastocysts were *in vitro* produced as described above using supplementation of 5% (v/v) FCS in IVCM from 72 hpi to increase blastocyst yield. At 192 hpi, approximately 110 blastocysts per culture were collected and crosslinked for 10 min with 1% formaldehyde in PBS containing 20 mM Na-butyrate (PBS-NaBu) and then quenched with 125 mM glycine for 10 min. The blastocysts were washed with PBS-NaBu containing protease inhibitor cocktail (PBS-NaBu-PIC), transferred into a 1.5-ml tube with a small volume of PBS-NaBu-PIC, and stored at −80 °C until a total of approximately 670 blastocysts were obtained by replicating the procedure six times. Two pools (biological replicates) of the approximately 670 blastocysts were subjected to the subsequent ChIP procedures.

These blastocysts were lysed in Lysis Buffer and mixed with PBS-NaBu-PIC. The sample was sonicated to shear chromatin using a Bioruptor UCD-250 (Cosmo Bio) for 20 × 30 s with 30-s pauses in ice-water. The sample was centrifuged for 10 min at 14,000 × g and the supernatant (330 μl) was transferred to a new tube and mixed with 330 µl of ChIP Buffer. The 660-µl sample of sheared chromatin was divided into 20 µl as an ‘Input’ and two aliquots of 320 µl. The latter two aliquots were mixed with 5 µg of the aforementioned anti-MAT2A antibody (MAT2A-ChIP) or mouse IgG_2B_ isotype control (MAB004; R&D Systems) as a negative control (IgG control) and incubated for 16 h at 4 °C with rotation at 40 rpm. Protein A-coated magnetic beads (20 µl) were added to the sample, which was then rotated at 40 rpm for 2 h at 4 °C. The DNA was eluted from the immunoprecipitate, decrosslinked, and subsequently purified with MicroChIP DiaPure columns (Diagenode). The same DNA purification method was also applied to the Input sample and resulted in 10 µl each of DNA (Input, MAT2A-ChIP, and IgG control).

The DNA samples were processed to library preparation for next-generation sequencing by using a MicroPlex Library Preparation kit v2 (Diagenode) following the manufacturer’s instructions. After cluster generation using Illumina cBot (Illumina), sequencing was performed on a HiSeq2500 (Illumina) as 100 base (single read). Sequencing reads, which were filtered to remove adapter sequences using Illumina bcl2fastq2 (Illumina), were aligned to the bovine genome (Bos_taurus_UMD_3.1.1/bosTau8, Jun. 2014) except for scaffolds using Bowtie (version 1.1.2)^49^. The peaks were called in the MAT2A-ChIP samples using the Model-based Analysis of ChIP-Seq (MACS, version 1.4.2) (http://liulab.dfci.harvard.edu/MACS/)^50^ with default settings and filtered against the corresponding significant peaks found in the Input or IgG control samples (Fig. S2). The filtered peaks (n = 76) that were common to the two replicates were designated MAT2A-ChIP specific peaks. The ChIP-seq datasets have been deposited in the Gene Expression Omnibus (GEO) of the NCBI with accession number GSE85836.

### Validation of ChIP-seq results by ChIP-qPCR

Approximately 120–150 blastocysts were subjected to the aforementioned ChIP procedure to obtain 10 µl each of DNA (Input, MAT2A-ChIP, and IgG control). These samples were processed to pre-amplification by OmniPlex technology^51^ using the GenomePlex Single Cell Whole Genome Amplification Kit (Sigma) according to the manufacturer’s instructions. The pre-amplified DNA was purified with the GenElute PCR Clean-Up Kit (Sigma) in a 50-µl volume. The pre-amplified DNA (2 µl) was used as a template in quantitative PCR (qPCR) using the StepOnePlus Real-time PCR system (Life Technologies). The primer pairs used are listed in Table S3. The enrichment in the MAT2A-ChIP sample was calculated as the percentage of the Input (%Input) from Ct values and expressed as relative enrichment to the IgG control. The *GAPDH* promoter region was used as a negative control for enrichment. The experiments were repeated two to five times for each gene.

### Gene ontology analysis

A GO analysis of the peak-associated genes was performed by Singular Enrichment Analysis (SEA) of the web-based AgriGO^25^ (http://bioinfo.cau.edu.cn/agriGO/) tool with Fisher test and Hochberg (FDR) adjustment.

### Statistical analyses

The data on embryonic development and cell numbers were subjected to a general linear model in which treatment was taken as a fixed variable. When multiple comparisons were made, the Tukey-Kramer test was used. These data are presented as means ± standard error or standard deviation. All analyses were performed using SPSS (SPSS Inc.). Significance was accepted at P < 0.05.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

How the deposited data were processed for this re-analysis (not part of the article)

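The data were the peak lists of 6 ChIP-seq libraries from bovine blastocysts, with 1 Input, 1 MAT2A-ChIP and 1 IgG control library from each of 2 pools. The conditions and replicate numbers were taken from the sample labels and the paper's Table 1. The paper's methods state that the sheared chromatin of a pool was divided among the 3 libraries, so the replicate numbers pair the libraries. As a check, the share of common peaks was compared between libraries with the same and with different replicate numbers. It was 45.3% and 45.1% for MAT2A-ChIP with IgG control, 51.7% and 51.4% for MAT2A-ChIP with Input, and 51.5% and 51.1% for IgG control with Input (means of 2 pairs each). These differences were not tested.

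The authors removed adapters, aligned the reads to bosTau8 without scaffolds with Bowtie 1.1.2 and called peaks in each library with MACS 1.4.2 at its default settings. Multi-mapped reads were not counted as mapped in Table 1. The authors deposited 1 list per library, with the position of each peak and a score, -10 times the log10 of the peak's p-value, which starts at 50 because the default threshold is a p-value of 1e-05. The score rises with depth and with enrichment, so scores were tested and ranked only within a list. Shares of peaks under or over a score are given for each list as a description of it, and differences between lists in these shares were not tested. The lists hold no read counts, and the depth behind a single peak is unknown. Depth per library is the paper's, from 17176033 (MAT2A-ChIP 2) to 21639966 (Input 1) uniquely mapped reads. A region with no peak in a library can hold reads that stayed under the threshold, so a peak called in 1 library and absent from another is not a measured difference in enrichment between them. Intervals given with shares are 95% Wilson intervals and cover counting error only.

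Peaks were compared by position, with an overlap of at least 1 bp in the main setting. The filter for specific peaks followed the paper's methods, with the controls of the same replicate as a block, and was run with MAT2A-ChIP, IgG control and Input as the target and with every mixed choice of 1 library per replicate (9 choices). In a mixed choice, the types used as targets changed places in replicate 2. With 9 choices no share under 0.05 can be reached, so their counts are a description. The overlap between libraries was tested over the 15 ways to divide the 6 libraries into 3 pairs, the share of peaks on X by a two-sided Fisher exact test against the other replicated peaks, and scores by a two-sided permutation test of the difference in medians with 100000 resamples. Peaks are not independent replicates, so these p-values describe the libraries. The peaks named in the text were fixed before the data were examined, as were the alternatives. They are the 6 peaks tested by ChIP-qPCR in Fig. 3C, the peaks that Table S1 pairs with 13 genes named in the text, and the 5 specific peaks with the highest score in MAT2A-ChIP 1. This gave 16 peaks.

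Genes and distances were taken from Table S1 and GO terms from Table S2, of which the list of 1 term was read only in part. The gene annotation and the sequence of bosTau8 were not used here, so no sequence, repeat or GC content was examined. A RefSeq gene table of ARS-UCD2.0 was used only to check gene names, and 65 of the 73 matched identifiers carried the same symbol. The ChIP-qPCR values of Fig. 3C, the immunofluorescence and the inhibitor experiments were not analysed here.

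Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used. The overlap rule was checked against bedtools 2.31.1 and gave the same answer for every peak in every ordered pair of lists. On simulated lists built from the 2094 positions of MAT2A-ChIP 1, with 200 peaks planted in the MAT2A-ChIP libraries alone, the filter recovered 199 planted peaks and called 0 others, and with IgG control as the target it called 0. Every other position was called in all libraries with slightly shifted ends. This setting has no calls missed near the threshold, so the 0 calls were fixed in advance. The simulation checks the rule and not the specificity of the real lists. The permutation test was tested on simulated scores and gave a p under 0.05 in 8 of 100 simulations with no difference and in 100 of 100 with a shift. On 5619 simulated regions, the odds ratio used in the closing section was 0.835 with calls at random and 2.19 with 200 planted regions. Each value came from 1 simulation with independent calls at a single rate in every library. The deposited lists gave only 208 regions for this test, 58 of them called in MAT2A-ChIP in both replicates. The simulation therefore does not show that a relation of a size possible in the real lists would be found. The alternatives were an overlap of 50% of the shorter peak or of both peaks, control peaks within 500 bp, minimum scores of 70 and 100, lists of equal length (1788 peaks), controls pooled over the replicates or crossed between them, counting replicate 2 peaks, requiring absence from both controls, and each replicate alone.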

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

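In this part, the test of sequencing depth in Input and the use of the tests by region for IgG control were chosen only after the results were seen.

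The filter that the paper applied to MAT2A-ChIP was also applied to IgG control as the target, a use of these libraries that the paper does not report. It gave 63 peaks that were called in both IgG control replicates and were absent from MAT2A-ChIP or Input of the same replicate. Their median score in IgG control 1 was 66.0 against 121.8 for the other replicated peaks, a difference of -55.8 (two-sided permutation test, p = 0.00028), and the highest score among them was 146.9. A technical explanation was weighed, that the filter picks out regions that reach the calling threshold in some libraries and miss it in others whatever the antibody. The lower scores do not bear on it, since the filter left weaker peaks with each of the 3 library types as the target. A test by region does. Among 208 regions called in exactly 1 of MAT2A-ChIP and IgG control in each replicate, 39 were called in IgG control in both replicates, and the odds ratio for the same antibody in both was 0.81 (95% interval 0.44 to 1.47, Fisher exact test, p = 0.475). An affinity of the isotype antibody for regions of its own would raise this odds ratio above 1. No such relation was found, and the interval leaves a weak one open. Calls that differ near the threshold remain a candidate explanation for the peaks that passed against MAT2A-ChIP. For those that passed against Input, the same test gave an odds ratio of 3.47 (Fisher exact test, p = 5.84e-05), but it cannot decide. Of its regions, 264 were called in Input in both replicates and 26 in IgG control in both. Another 38 were called in IgG control 1 and Input 2, and 52 in Input 1 and IgG control 2. Regions called repeatedly in Input could raise this odds ratio while calls in IgG control differ by chance.

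With Input as the target, the filter gave 366 peaks, from libraries that had no immunoprecipitation. The median score of these peaks in Input 1 was 87.8 against 190.3 for the other replicated peaks, a difference of -102.5 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The number of peaks in the lists does not account for the count. With every list reduced to its 1788 highest-scoring peaks, the filter gave 354 peaks for Input, 71 for MAT2A-ChIP and 64 for IgG control. The number of uniquely mapped reads as the only cause is argued against by Input 2. MAT2A-ChIP 1 and IgG control 1 each had more mapped reads than Input 2 in the paper's Table 1. Their median scores were 65.1 and 64.9, against 97.1 in Input 2. Of their peaks, 54.5% and 55.6% had a score under 70, against 30.4% in Input 2. These differences were not tested. MAT2A-ChIP 1 and IgG control 1 shared 44.5% of their peaks, against 67.6% for the Input replicates, but that pair differs in library type as well as in depth. Input 1 was the deepest library, so a part played by depth stays open. The number of distinct reads in each library is not given, so depth after removal of repeated reads stays open as well. Regions whose copy number or repeat content differs from the assembly would give peaks without an antibody, but this was not tested because no genome sequence was used, and no biological explanation was tested.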

How the results depend on the processing

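All alternatives in this part were set before the data were examined, and no test was added after the results were seen.

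The count of MAT2A-ChIP specific peaks was 76 in the main setting. It stayed within 1.5 times this value with an overlap of 50% of the shorter peak (79), with control peaks within 500 bp removing a peak (57), with lists of equal length (71) and with replicate 2 peaks counted (75). A reciprocal overlap of 50% raised it to 121, and the IgG control count from 63 to 101. A minimum score of 70 in every library lowered them to 44 and 41. With a minimum score of 100 in every library, 25 MAT2A-ChIP, 30 IgG control and 238 Input specific peaks were counted, against 366 Input specific peaks in the main setting. Of these 25 MAT2A-ChIP peaks, 5 were among the 76 and 20 were not. The same minimum in the target lists alone left 5, 4 and 74. Absence from both controls left 22, 13 and 139. The last 2 changes follow from stricter rules. Without the step across replicates, the 2 settings that each left out one replicate gave from 1010 to 1255 peaks for MAT2A-ChIP, from 1095 to 1100 for IgG control and from 1086 to 1229 for Input, because a peak then needed no partner. In 12 of the 13 alternatives Input gave more specific peaks than MAT2A-ChIP, and in 2 of them IgG control did.

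The replicate block is part of the main setting, because the libraries of a replicate came from one pool. With no replicate block and controls pooled over the replicates, 76 MAT2A-ChIP, 61 IgG control and 357 Input specific peaks were counted, and all 76 MAT2A-ChIP peaks were the same peaks. With no replicate block and crossed controls the counts were 78, 63 and 377, and the 78 included the 76. The share on X was 31.6% and 33.3% in these 2 settings. Classes changed for few peaks. Without the block, 21 peaks passed against both controls in each of these settings, against 22 with it, and 18 (pooled) or 19 (crossed) passed against Input only, against 17.

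The share of MAT2A-ChIP specific peaks on X was 31.6%, above that of the other replicated peaks. It was above it in 11 of the 13 alternatives. It was no longer past the threshold with control peaks within 500 bp removing a peak (28.1%, p = 0.173), with a minimum score of 100 in every library (16.0%, p = 0.539) or with that minimum in the target lists alone (20.0%, p = 0.492), all by the two-sided Fisher exact test. In the remaining alternatives with a test, its p lay between 8.28e-05 and 0.032. In the 2 settings that each left out one replicate, the direction reversed, with shares from 13.7 to 13.9%, below those of the peaks that were not specific. These settings compare other sets of peaks, since peaks without a partner in the other replicate are included. In MAT2A-ChIP 1, X held 178 of the 867 replicated peaks and 335 of all 2094 peaks, so peaks without a partner were less often on X. The reversal therefore does not speak against the main comparison, and whether the change of sets accounts for all of it was not tested.

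The median score of the specific peaks was below that of the other replicated peaks in the 11 alternatives that kept both replicates. The difference was -61.7 in the main setting, and among these 11 it was no longer past the threshold with a minimum score of 100 in the target lists, where it was -97.6 over 5 peaks (permutation p = 0.175). In the 2 settings that each left out one replicate, which have no replicated peaks and no test, the difference from the peaks that were not specific was from -72.4 to -68.4. The mean overlap of pairs of one library type was 2.41 to 5.36 percentage points above that of other pairs in the 6 alternatives run. In the main setting the Input pair carried this difference (67.6%), since the MAT2A-ChIP pair (44.4%) and the IgG control pair (45.1%) lay below the mean of the other pairs (49.4%). The exact test cannot go below 0.0667 and does not bear on stability. The alternative with a minimum score in the target lists alone was not run for it, since it has no target.

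Of the 16 named peaks, 14 were specific with a reciprocal overlap of 50%, 9 with control peaks within 500 bp removing a peak, 6 with a minimum score of 70 and 3 with a minimum score of 100 in every library. Every named peak lost with a minimum score was itself under that minimum in MAT2A-ChIP 1 or 2. Of the 76 peaks, 25 were among the 44 found with a minimum score of 70 in every library, and the other 19 entered because weaker control peaks were left out. Of 87 other values under the alternatives, such as counts by class of control, autosomes, genes near peaks and peaks called per library, 56 stayed within 1.5 times the main value, 1 rose and 30 fell. The lists give no read counts, and the limit this sets is that enrichment at a peak cannot be compared between MAT2A-ChIP and its controls.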

Differences from the paper's values

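No test in this part was chosen after seeing results. None of the values compared differed from the paper's by more than 1.5 times in the main setting. The number of peaks per library, the 76 specific peaks, their 3 classes, the 21 autosomes and the 65 gene entries equalled the paper's values.

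The paper counts 65 genes near the peaks. The 65 entries of Table S1 carry 59 different gene names, because 6 names occur on more than 1 entry. The paper gives 38 peak-associated genes for the GO analysis in its text and 35 in the legend of Fig. 4, and 36 different proteins could be read from Table S2, where the list of 1 term was read only in part.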

Other observations

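In this part, the test by choices of target, the tests by region against Input, the test that moved whole groups of peaks and the test of chromosome starts were chosen only after the results were seen.

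The counts of specific peaks were compared between targets. Of the 9 choices of 1 library per replicate as the target, 7 gave at least 76 peaks, MAT2A-ChIP itself included, but 5 of the 7 include an Input library. The 4 choices without Input gave 76 (MAT2A-ChIP in both replicates), 94 (MAT2A-ChIP 1 and IgG control 2), 60 (IgG control 1 and MAT2A-ChIP 2) and 63 peaks (IgG control in both). Against both comparison libraries at once, the order differed, with 22 for MAT2A-ChIP, 18 and 8 for the mixed choices and 13 for IgG control. A test by region asked whether calls follow the antibody. There were 208 regions called in exactly 1 of MAT2A-ChIP and IgG control in each replicate. Of these, 58 were called in MAT2A-ChIP in both replicates, 39 in IgG control in both, 72 in MAT2A-ChIP 1 and IgG control 2, and 39 in IgG control 1 and MAT2A-ChIP 2. The odds ratio for the same antibody in both replicates was 0.81 (95% interval 0.44 to 1.47, Fisher exact test, p = 0.475), where 1 is no relation. The same test found a relation to library type between MAT2A-ChIP and Input (odds ratio 3.77, Fisher exact test, p = 2.39e-06) and between IgG control and Input (3.47, p = 5.84e-05). For the specific peaks that passed against IgG control (59 of the 76), the odds ratio of 0.81 is consistent with library calls that differ near the calling threshold whatever the antibody. For the 39 that passed against Input, the 17 against Input only among them, the odds ratio of 3.77 cannot decide. Of its regions, 36 were called in MAT2A-ChIP in both replicates and 217 in Input in both. Another 37 were called in MAT2A-ChIP 1 and Input 2, and 56 in Input 1 and MAT2A-ChIP 2. Regions called repeatedly in Input could raise this odds ratio while calls in MAT2A-ChIP differ by chance. The relation to Input was also found for IgG control, and whether it differs between the antibodies was not tested. The counts by choice of target do not decide the question either. The values do not exclude binding of MAT2A at single peaks among the 76, which the paper examined by ChIP-qPCR. If the MAT2A-ChIP and IgG control labels had been swapped in one replicate, the odds ratio would lie below 1. The observed 0.81 has an interval that includes 1, so a swap and no relation cannot be told apart with 208 regions.

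Part of the specific peaks lay near control peaks that they did not overlap. Of the 22 that passed against both controls, 11 (50%) lay within 10 kb of an Input or IgG control peak of replicate 1. All 76 gave 77.6%, but many of those overlap a control peak of the other type. Peaks placed at random on the same chromosomes gave 2.21% on average over 1000 draws. For comparison, 93 (10.1%) of the 918 MAT2A-ChIP 1 peaks that had no partner in replicate 2 and overlapped no control peak of replicate 1 lay as close. For the 11 peaks, the test is in line with blocks of high background in every library, in which a peak of one library falls beside a peak of another. The other 11 had no such neighbour. Repeats or assembly gaps in such blocks were not examined.

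The excess of specific peaks on X was weighed against 3 technical explanations. Within quintiles of score the excess was 24 peaks against 20.3 expected (two-sided permutation test, p = 0.313), so lower scores of peaks on X remain a candidate explanation. Clusters of peaks within 100 kb do not account for the excess. Wider clusters were not tested, and 8 of the 24 peaks on X lay in 1 group with less than 1 Mb between neighbours. Counting peaks within 100 kb as 1 gave 20 of 63 groups with a specific peak on X against 31 of 242 other groups (two-sided Fisher exact test, p = 0.000967). Groups on X hold more peaks (3.49 against 2.71 on average), which favours that result, and a second test therefore moved the X label over whole groups. It gave 13.5% specific among replicated peaks on X and 7.55% on autosomes (two-sided permutation test, p = 0.0327). An excess in control specific peaks as well stays open. IgG control specific peaks had 27.0% on X against 19.6% of its other replicated peaks (odds ratio 1.52, two-sided Fisher exact test, p = 0.19). Input specific peaks, the larger control set, had 23.2% (85 of 366) against 19.8% (odds ratio 1.23, two-sided Fisher exact test, p = 0.172). The shares of MAT2A-ChIP and IgG control specific peaks did not differ from each other (31.6% and 27.0%, two-sided Fisher exact test, p = 0.58), and with 63 and 76 peaks an excess common to them and one peculiar to MAT2A-ChIP cannot be told apart. The sexes of the pooled blastocysts are not given, and no biological explanation was tested.

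Within the first 1 Mb of a chromosome lay 7 of the 76 specific peaks (9.21%), on 4 chromosomes, and none of the 7 had a gene within 100 kb in Table S1. The other replicated peaks had 10.4% there, and the difference was not past the threshold (two-sided Fisher exact test, p = 1). The corresponding shares were 9.52% of the IgG control and 10.1% of the Input specific peaks. Specific peaks were therefore no more frequent at chromosome starts than the other replicated peaks, and the pattern needs no effect of the antibody.

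The 76 peaks formed 69 groups when peaks within 100 kb were counted as 1, and 2 of them (peaks 973 and 974 on chromosome 26, the first named here after its values were seen) overlapped the same MAT2A-ChIP 2 peak. In the paper's Table S2, the background for 'cell differentiation' holds 11 genes, and all 11 are in the list of peak-associated genes. For 6 of the 97 terms the list held at least 50% of the background genes in that table. How the background was drawn up was not examined.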
